# A Dietary Oxysterol, 7-Ketocholesterol, Exacerbates Imiquimod-Induced Psoriasis-like Dermatitis in Steatohepatitic Mice

**DOI:** 10.3390/ijms232415855

**Published:** 2022-12-13

**Authors:** Ayami Saga, Masahiro Koseki, Kotaro Kanno, Jiuyang Chang, Tomoaki Higo, Daisuke Okuzaki, Takeshi Okada, Hiroyasu Inui, Masumi Asaji, Katsunao Tanaka, Takashi Omatsu, Sae Nishihara, Yinghong Zhu, Kaori Ito, Hiroaki Hattori, Ikuyo Ichi, Yoshihiro Kamada, Masafumi Ono, Toshiji Saibara, Tohru Ohama, Shungo Hikoso, Makoto Nishida, Shizuya Yamashita, Yasushi Sakata

**Keywords:** 7-ketocholesterol, psoriasis, steatohepatitis, interleukin-17, tumor necrosis factor-α

## Abstract

Patients with psoriasis are at a higher risk of developing nonalcoholic fatty liver disease. We previously identified an oxidized derivative of cholesterol, 7-ketocholesterol (7KC), in diet-induced steatohepatitic mice. Here, we investigated whether 7KC exacerbates psoriasis-like dermatitis by accelerating steatohepatitis in mice. A high-fat/high-cholesterol/high-sucrose/bile salt diet (nonalcoholic steatohepatitis (NASH) diet) with or without 0.0125% 7KC was fed to C57BL/6 mice (7KC or control group) for three weeks to induce steatohepatitis. A 5% imiquimod cream was then applied to the ears and dorsal skin for four days to induce psoriasis-like dermatitis. Hepatic lipid accumulation and inflammatory cell infiltration were exacerbated in the 7KC group compared with the control group after three weeks. Serum tumor necrosis factor-α (TNF-α) levels were also elevated in the 7KC group (108.5 ± 9.8 vs. 83.1 ± 13.1 pg/mL, *p* < 0.005). Imiquimod cream increased the psoriasis area severity index (PASI) score in mice in the 7KC group (9.14 ± 0.75 vs. 5.17 ± 1.17, *p* < 0.0001). Additionally, *Tnfa*, *Il23a*, *Il17a*, and *Il22* mRNA levels in the dorsal lesion were significantly upregulated. Finally, Th17 cell differentiation and the TNF signaling pathway were enhanced in the dorsal lesions and liver of mice in the 7KC group. These data suggest that steatohepatitis and psoriasis are linked by a potent, diet-related factor.

## 1. Introduction

Psoriasis is a chronic inflammatory skin condition characterized by hyperproliferation of epidermal cells and is associated with lifestyle-related diseases [1,2,3]. Patients with psoriasis are at a higher risk of developing myocardial infarction [4]. The disease is also associated with metabolic syndrome and obesity [5,6]. In addition, an increase in the incidence of nonalcoholic fatty liver disease (NAFLD) has been observed among patients with psoriasis [7,8,9,10]. On the other hand, NAFLD may be an important factor underlying cardiovascular diseases, separate from obesity and metabolic syndrome [11]. The mechanism underlying psoriasis and chronic inflammatory diseases such as atherosclerosis has been explained by the involvement of T-cell activation and/or inflammatory cytokines such as tumor necrosis factor-α (TNF-α), interleukin (IL)-17, and IL-23 [1,2,12,13,14,15]. However, other factors between psoriasis and NAFLD, e.g., nutrition-related factors, have not been fully investigated.

Oxidative derivatives of cholesterol are categorized into endogenous and exogenous oxysterols [16]. Endogenous oxysterols such as 22-hydroxycholesterol or 27-hydroxycholesterol are produced by endogenous enzymes when intracellular cholesterol is in excess, and act as a ligand for the nuclear receptor liver X receptor. In contrast, exogenous sterols are produced via the natural oxidation of cholesterol in the diet or by cooking cholesterol-containing foods [16,17]. One of these, 7-ketocholesterol (7KC), is an exogenously oxidized sterol that has been detected in the blood and atherosclerotic lesions of hypercholesterolemic patients [18,19]. Song et al. [20] found that patients with higher 7KC levels in their plasma had a higher incidence of cardiovascular events. Several studies have revealed that butter, yogurt, and especially processed meats such as ham and sausage, are relatively rich in 7KC (7.3, 4, 12.04, and 8.9 μg/g, respectively) [16]. We hypothesized that dietary 7KC might accelerate steatohepatitis and examined whether dietary 7KC might promote hepatic lipid accumulation and inflammation in obese mouse models (ob/ob mice). We previously demonstrated that a small quantity of dietary 7KC accelerates hepatic steatosis and inflammation in obese mouse models [21]. Therefore, in this study, we explored whether a high-fat diet containing 7KC could exacerbate steatohepatitis and enhance imiquimod (IMQ)-induced psoriasis-like dermatitis in wild type mice.

## 2. Results

### 2.1. Dietary 7KC Promoted Hepatic Steatosis and Inflammation in C57BL/6 Mice

In our previous study using obese and diabetic mice, we demonstrated that a high-fat diet containing 0.01% 7KC accelerated hepatic steatosis and inflammation [21]. We also previously demonstrated that a high-fat/high-cholesterol/bile salt diet, called the NASH diet, induces steatohepatitis and cardiomyopathy in male C57BL/6 mice [22]. Therefore, in the current study, we tested whether preconditioning with the 7KC-containing NASH diet might exacerbate steatohepatitis and promote imiquimod (IMQ)-induced psoriasis-like dermatitis in male C57BL/6 mice. To do this, we fed eight-week-old C57BL/6 mice the NASH diet with or without 0.0125% 7KC (7KC diet/NASH diet) for three weeks. We analyzed hepatic phenotypes on Day 0 (Figure 1A). Body and liver weights did not vary between the control and 7KC groups. However, spleen weights significantly increased in the 7KC group, indicating underlying inflammation (Figure S1A,B). Serum TNF-α levels were also significantly increased in the 7KC group (83.1 ± 13.1 vs. 108.5 ± 9.8 pg/mL, *p* < 0.005; Figure 1C). However, alanine aminotransferase (ALT), triglyceride (TG), total cholesterol (TC), high-density lipoprotein-cholesterol (HDL-C), and non-HDL-C levels in the serum did not vary between the control and 7KC groups (Figure 1C and Figure S1C). Along with these subacute changes, hepatic pathohistological analysis showed an increase in oil-red O-positive lipid droplets and an increase in F4/80 positive inflammatory-cell infiltration in the 7KC group compared with the control group (Figure 1D–F). To confirm the effect of 7KC, its concentrations in the serum and liver were measured using LC/MS–MS on Day 0. The concentration of 7KC increased significantly in the serum of mice in the 7KC group compared with that of mice in the control group (15.5 ± 4.1 vs. 35.8 ± 9.2 ng/µL, *p* < 0.001; Figure 1G). However, no significant differences were observed in the livers of mice in the two groups (Figure 1G).

### 2.2. 7KC Upregulated Th17 Cell Differentiation and the TNF Signaling Pathway in the Liver

To confirm hepatic inflammatory responses, we performed a quantitative polymerase chain reaction (RT–qPCR) and RNA sequence analysis of liver samples collected on Day 0. *Tnfa* expression was approximately three-fold higher in the 7KC group than the control group (Figure 2A). *Tgfb* and *Il1b* expression were also significantly higher in the 7KC group than in the control group (Figure 2A). Furthermore, RNA sequence analysis revealed that the chemokine, TNF signaling, JAK-STAT signaling, and Th17 cell differentiation pathways were markedly upregulated in the 7KC group (Figure 2B,C). These data are consistent with previous reports that showed that *Tgfb* and *Il1b* are involved in Th17 cell differentiation [23]. RNA-sequence analysis also revealed that ATP binding cassette subfamily G member 1 (ABCG1), a 7KC transporter [24], was upregulated in 7KC-fed mice—indicating that up-regulated ABCG1 might suppress the accumulation of 7KC in liver (Figure S2). Collectively, adding 0.0125% of 7KC to the NASH diet promoted hepatic inflammation—especially in the TNF signaling pathway—in wild type mice on Day 0.

### 2.3. 7KC-Induced Steatohepatitis Enhanced the Proliferation of Dorsal Epidermal Cells

Next, we examined whether exacerbating steatohepatitis using 7KC enhanced imiquimod-induced psoriasis-like dermatitis. After feeding mice on the NASH or 7KC diets for three weeks, control cream (vehicle) or 5% imiquimod cream (IMQ) was applied daily for four days to the right ear and dorsal skin (Figure 1B). In the IMQ group, mice on the 7KC diet showed psoriasis-like dermatitis, accompanied by more severe erythema and desquamation compared with mice on the NASH diet (Figure 3A). These phenotypes were not observed in the vehicle-treated group (Figure 3A). The degree of erythema and desquamation was quantified by calculating the psoriasis area severity index (PASI) score based on the condition of psoriasis-like dermatitis caused by erythema, desquamation, and thickening [25]. Compared with mice in the vehicle group fed with the NASH diet (Cont-Vehicle), the IMQ group fed with the NASH diet (Cont-IMQ) showed a marked increase in PASI scores on Day 4, suggesting that IMQ treatment successfully induced psoriasis-like dermatitis (5.17 ± 1.17 vs. 0.44 ± 0.73; *p* < 0.0001; Figure 3B). Importantly, the PASI score was significantly higher in the IMQ group fed with the 7KC diet (7KC-IMQ) compared with the Cont-IMQ group (9.14 ± 0.75 vs. 5.17 ± 1.17; *p* < 0.0001; Figure 3B). A histological analysis of skin from the ears was also performed (Figure 3C). Consistent with the PASI score, the auricular thickness of the mice in the 7KC-IMQ group was significantly greater than that in the Cont-IMQ group on Day 4 (0.029 ± 0.016 mm vs. 0.048 ± 0.017 mm, *p* < 0.001; Figure 3D). In contrast, there were no differences between mice in the 7KC-Vehicle and the Cont-Vehicle groups (Figure 3D). In the dorsal lesion, the epidermal thickness was also markedly greater in the 7KC-IMQ group (Figure 3E). Next, we examined the proliferation process using the 5-ethynil-2’-deoxyuridine (EdU) proliferation assay, which allows the detection of dividing and/or proliferating cells. Mice were injected with EdU on Day 4, sacrificed, and the EdU assay was performed on the dorsal lesions. The number of EdU-positive cells in the epidermal layer was significantly higher in the 7KC-IMQ group than in the Cont-IMQ group, suggesting that 7KC promotes the proliferation of the basal layer of the dorsal lesion (Figure 3F,G). The direct effect of the accumulation of 7KC was assessed by measuring the concentration of 7KC in the dorsal lesion using LC/MS–MS prior to IMQ treatment (Day 0). There was no significant difference between the control and 7KC groups (Figure 3H), suggesting that the 7KC-inducing inflammatory response in the liver and serum might promote psoriasis-like dermatitis following the application of IMQ.

### 2.4. TNF- and IL-17A-Related Signaling Pathways Were Enhanced in the Dorsal Skin of Mice in the 7KC-IMQ Group

The mRNA expression of psoriasis-related cytokines at the site of IMQ-induced psoriasis-like dermatitis peaked 1–3 days after induction, before decreasing [26]. Therefore, we performed a quantitative PCR and RNA sequence analysis of samples collected on Day 1 to confirm the inflammatory response in the dorsal lesions. 

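The RNA sequence analysis of the skin compared dorsal lesions of mice fed the NASH diet (Cont-IMQ group) with those of mice fed the same diet with 0.0125% 7KC (7KC-IMQ group). The mice were 8 weeks old at the start of the diet, received the diet for 3 weeks and then IMQ cream for 1 day. There were 4 libraries, 2 in each group (replicates 1 and 2), and all came from IMQ-treated skin, so vehicle-treated skin is not part of the comparison. The authors mapped 75-base single-end reads to the mouse genome (mm10) using TopHat with Bowtie2 and SAMtools, and calculated FPKM, the number of fragments per kilobase of exons scaled to the mapped fragments of the library, using Cufflinks. Each deposited file gives one FPKM per gene symbol, and between 7185 and 7388 symbols were listed at 0. Read counts are not part of the files, and depth was therefore estimated from the low values, which come in steps of 1 read for genes with a single annotated transcript. The estimate was 15300000 and 15110000 mapped reads in Cont-IMQ replicates 1 and 2, and 16350000 and 15060000 in 7KC-IMQ replicates 1 and 2. At these depths, between 71.6% and 73.5% of the low genes used were near a whole number of reads, against 20% by chance.
The values were taken as deposited, transformed to log2(FPKM + 1), and compared by limma with a mean-variance trend in the 15896 genes whose mean FPKM over the 4 libraries was at least 0.1, with Benjamini-Hochberg adjustment. A fold change on this scale understates the change of genes with a low FPKM. A two-sided exact permutation test of 2 libraries against 2 cannot give a p-value below 0.333. For the same reason, 33.3% of genes are separated without overlap between the groups by chance, and 46.8% of the genes tested were separated in this way.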

The expression of inflammatory cytokines such as *Tnfa*, *Tgfb*, *Il6*, Il12b, *Il23a*, *Il17a*, Il17c, *Il17f*, *Il22*, and *Il1b* was significantly upregulated in the 7KC-IMQ group (Figure 4A). The mRNA levels of inflammasome-related *Nlrp3* and the macrophage-associated chemokine *Ccl2* were also significantly higher in the 7KC-IMQ group (Figure 4A). The expression of *Krt17*, a marker of keratinocyte proliferation [27], was also significantly upregulated in the 7KC-IMQ group (Figure 4A). 

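For a comparison of whole pathways, genes of IL-17 signaling (82 genes), JAK-STAT signaling (119 genes), TNF signaling (94 genes), Th17 cell differentiation (92 genes) and the chemokines (36 genes) were listed by hand. The difference given for each list is that of its mean log2(FPKM + 1) between the groups. Limma's camera test, with an inter-gene correlation set at 0.01, asked whether a list's genes were shifted between the groups relative to the other genes tested. Its p-value does not measure the spread of the list mean between libraries, for which the SD is given. The p-values were adjusted over 18 lists by the Benjamini-Hochberg method. The IL-17 list (78 genes tested) was higher by 0.33 in the 7KC-IMQ group (SD within groups 0.078, camera, adjusted p = 6.8e-07). The TNF list (93 genes) was higher by 0.17 (SD 0.030, camera, adjusted p = 7.2e-04), and the JAK-STAT list (102 genes) by 0.15 (SD 0.022, camera, adjusted p = 0.0265). The chemokine list (31 genes) was higher by 0.27 (SD 0.018, camera, adjusted p = 0.0029). The Th17 list (89 genes) was higher by 0.08 (SD 0.032) and did not pass the threshold (camera, adjusted p = 0.165). In each of these 5 lists, both 7KC-IMQ libraries lay above both Cont-IMQ libraries. With each library left out in turn, the lists stayed higher in the 7KC-IMQ group, by 0.25 to 0.41 for IL-17, 0.14 to 0.20 for TNF, 0.13 to 0.17 for JAK-STAT and 0.25 to 0.29 for the chemokines. The Th17 list was the most dependent on a library, with a difference of 0.05 without Cont-IMQ replicate 2.
The choice that moved these calls most was the correlation assumed between genes. With a correlation estimated from the libraries, none of the 5 lists passed, and the adjusted p-value of the IL-17, TNF, JAK-STAT and chemokine lists was 0.332. In limma's fry test, the adjusted p-value was 0.0146 for the chemokine list, 0.0735 for the IL-17 list and 0.0819 for the TNF and JAK-STAT lists. The genes shown in Fig. 4B account for part of these differences, as 14 of the IL-17 genes and 12 of the JAK-STAT genes tested are among them. Without the Fig. 4B genes, a comparison chosen after seeing the data, the adjusted p-value by camera was 0.0087 for the IL-17 list, 0.0165 for the TNF list, 0.0552 for the chemokine list and 0.566 for the JAK-STAT list.
A total of 77 genes were at least 2-fold higher in the 7KC-IMQ group on the log2(FPKM + 1) scale without overlap between the groups. A test of over-representation among them, also chosen after seeing the data, found 12 genes of the IL-17 list against 0.378 expected (one-sided Fisher's exact test over the 15896 genes, adjusted p = 4.1e-14). There were 6 genes of the JAK-STAT list (adjusted p = 4.4e-05), 5 of the TNF list (adjusted p = 3.1e-04) and 3 of the Th17 list (*Il17f*, *Il23a* and *Il6*, adjusted p = 0.0237) by the same exact test. These counts are not independent. The 5 TNF genes (*Csf2*, *Cxcl1*, *Cxcl2*, *Cxcl3* and *Il6*) are all among the 12 IL-17 genes and are all shown in Fig. 4B. *Csf2* and *Il6* also count for the JAK-STAT list, and *Il17f* and *Il6* of the Th17 list are IL-17 genes too. The paper carried out its pathway analysis with the STRING network tool, and it reasons from the pathways listed there (Fig. 4C) and from the heatmap of single genes (Fig. 4B) to the signaling that 7KC enhanced in the skin. In its discussion, the paper also draws on the higher *Il23a*, *Il17a* and *Il22* of Fig. 4A, which shows quantitative PCR of 5 mice per group.

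**Figure D1:**
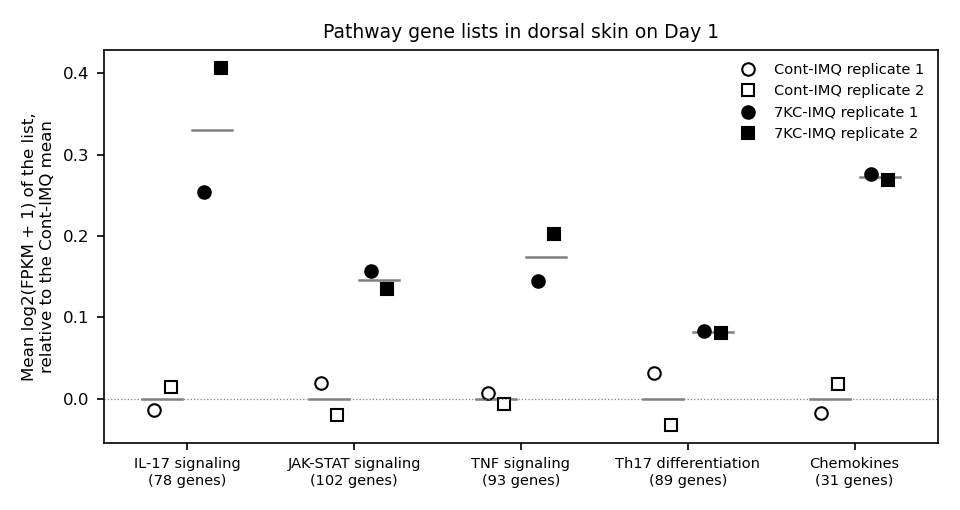
Mean log2(FPKM + 1) of the 5 pathway lists in each library, relative to the mean of the 2 Cont-IMQ libraries (dotted line at 0). Open symbols are Cont-IMQ, filled symbols are 7KC-IMQ, circles are replicate 1, squares are replicate 2 and gray lines are group means. The group means differ by 0.33 for IL-17 signaling and by 0.08 for Th17 cell differentiation.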

An RNA sequence analysis of dorsal lesion samples revealed that the IL-17A, JAK-STAT, and TNF signaling pathways and Th17 differentiation were enhanced in the 7KC-IMQ group (Figure 4B,C). The JAK-STAT signaling pathway is reportedly promoted during psoriasis [28,29]. Therefore, these results are consistent with the worsening of psoriasis-like dermatitis in the 7KC-IMQ group.

### 2.5. Inflammatory Responses Were Exacerbated in the 7KC-IMQ Group following IMQ Treatment

Lipid droplet and macrophage infiltration in the liver was measured on Day 4 to examine the effects of psoriasis-like dermatitis induction on steatohepatitis. Both lipid deposition and macrophage infiltration were significantly increased in the 7KC-Vehicle group compared with the Cont-Vehicle group, similar to what was observed on Day 0 (Figure 1D–F and Figure 5A–C). There was no significant difference in lipid droplets in the 7KC-IMQ and Cont-IMQ groups, but macrophage infiltration was strongly enhanced (Figure 5A–C). These inflammatory responses in the liver may suggest that worsening psoriasis-like dermatitis might further aggravate steatohepatitis in the presence of 7KC. 

## 3. Discussion

Psoriasis and NAFLD are inflammatory disorders. However, a common genetic background has not been reported, indicating the involvement of lifestyle-related factors. We hypothesized that an oxidized cholesterol molecule, 7KC, might be one of these lifestyle-related factors; 7KC exerts a pro-atherosclerotic effect on human monocytes by promoting the activation of NF-κB and increasing the production of inflammatory cytokines [30,31,32]. We previously studied obese mouse models and found that fat accumulation and inflammatory cell infiltration increased in the liver, with steatohepatitis being exacerbated when the obese mice were fed a high-fat diet containing 1% cholesterol and 0.01% 7KC [21]. In the current study, wild type mice fed a high-fat/high-cholesterol/high-sucrose/bile salt diet containing 0.0125% 7KC (7KC diet) showed a significant increase in serum 7KC concentrations and accelerated hepatic steatosis and inflammatory cell infiltration. However, 7KC levels in the skin did not significantly increase (Figure 2F), suggesting that inflammatory responses in the liver or blood might have an impact on the initiation and progression of psoriasis-like dermatitis. Importantly, mice fed with 7KC and treated with IMQ had higher levels of F4/80-positive inflammatory cell infiltration in the liver compared with mice fed on 7KC treated with the vehicle, indicating the existence of inflammatory feedback from the skin to the liver (Figure 5A,C).

The putative mechanisms linking steatohepatitis and psoriasis-like dermatitis are summarized in Figure 6. We consider that diet-derived 7KC in the blood and liver stimulated inflammatory cells and TNF-α and IL-1b secretion, leading to Th17 cell activation. Accordingly, *Tnfa*, *Il1b*, and *Tgfb* mRNA expression was upregulated in the livers of mice in the 7KC group (Figure 2A). An RNA sequence analysis of liver samples revealed the activation of TNF signaling, Th17 cell differentiation, and JAK-STAT signaling pathways (Figure 2B,C). In the 7KC group, serum TNF-α was increased and spleen weight was increased, suggesting that steatohepatitis induced systemic inflammation (Figure 1C and Figure S1C). Therefore, we have considered that steatohepatitis may exacerbate IMQ-induced psoriasis-like dermatitis by elevating TNF-α through systemic inflammation. These results are consistent with those of our previous study, which was based on an obese mouse model [21]. Given that a higher frequency of Th17 cells was previously reported in the livers of nonalcoholic steatohepatitis patients [33], we used FACS to investigate whether the Th17 cell fraction was higher in the blood of this mouse model. No significant change was observed in this model. We assumed that Th17 cells are localized in the liver and skin. Conversely, an RNA sequence analysis of dorsal skin samples revealed that *Il23a*, *Il17a*, and *Il22* expression was upregulated on Day 1 in the 7KC-IMQ group compared with the Cont-IMQ group (Figure 4A), indicating that the JAK-STAT and IL-17 signaling pathways and Th17 cell differentiation were activated in the 7KC-IMQ group compared with the Cont-IMQ group (Figure 4B,C). These results suggest that pre-feeding with 7KC diets induces greater dynamic inflammatory responses in the skin, although previous experiments using IMQ have demonstrated a dramatic induction of inflammation [26,34,35]. 

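In the RNA sequence analysis, *Il23a* (ENSMUSG00000025383.2, chromosome 10 of GRCm38 from 128296139 to 128298752) encodes the p19 subunit of IL-23. It had 1.99 ± 0.226 FPKM (SD, n = 2) in the Cont-IMQ group and 8.02 ± 0.152 FPKM (SD, n = 2) in the 7KC-IMQ group, from an estimated 38 and 32 reads against 150 and 142 reads. The log2 fold change was 1.6 (standard error 0.11, adjusted p = 0.265 in limma), and it ranged from 1.52 to 1.68 with each library left out in turn. *Il17a* (ENSMUSG00000025929.4, chromosome 1 from 20730905 to 20734496) had 0.0675 and 0.341 FPKM in Cont-IMQ replicates 1 and 2, and 0.821 and 1.44 FPKM in 7KC-IMQ replicates 1 and 2. These values correspond to an estimated 1, 5, 13 and 21 reads, the first of them under the 3 reads taken as the floor. With that value as listed, the log2 fold change of *Il17a* was 0.82 (standard error 0.20, adjusted p = 0.356 in limma). *Il22* (ENSMUSG00000074695.3, chromosome 10 from 118204942 to 118210047) had 0.148 FPKM in Cont-IMQ replicate 1, was listed at 0 in replicate 2, and had 0.554 and 1.2 FPKM in 7KC-IMQ replicates 1 and 2. The estimated reads were 2 in Cont-IMQ replicate 1, under the 3 reads taken as the floor, and 8 and 16 in the 7KC-IMQ libraries. A value listed at 0 can be a failed estimate, so no fold is given for *Il22* (adjusted p = 0.356 in limma with the 0 as listed). Moreover, 29.9% of the 75-base windows of *Il22* also occur in *Iltifb*, a near-identical gene, so the reads of both can be exchanged. The difference between the groups was larger than the spread between replicates in *Il23a* and *Il17a*, and no library of the Cont-IMQ group reached a 7KC-IMQ library in either gene, which is the arrangement that chance gives in 33.3% of genes in either direction.

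**Figure D2:**
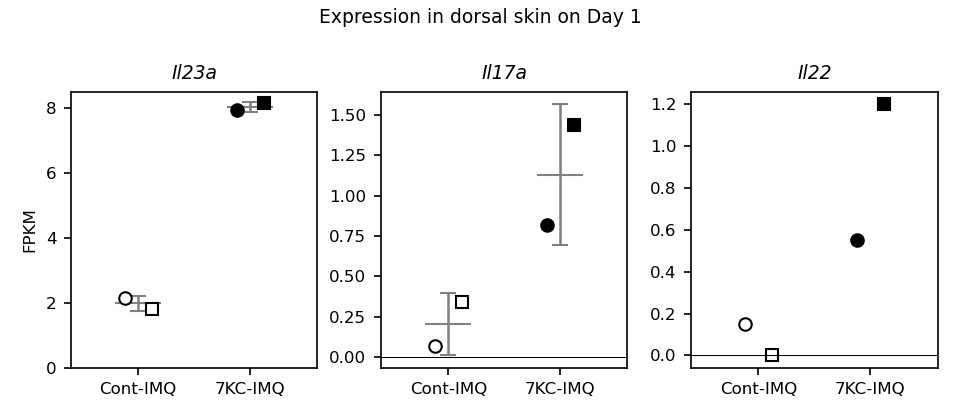
FPKM of *Il23a*, *Il17a* and *Il22* in each library of dorsal skin on Day 1, on a linear axis for each gene. Open symbols are Cont-IMQ, filled symbols are 7KC-IMQ, circles are replicate 1, squares are replicate 2, and gray bars are the mean ± SD (n = 2), left out for *Il22* because 1 library was listed at 0. The 7KC-IMQ libraries lie at 7.92 and 8.13 FPKM for *Il23a*, above both Cont-IMQ libraries.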

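Over all genes tested in the skin, 1192 were higher and 869 lower in the 7KC-IMQ group at an unadjusted p-value under 0.05 in limma, together 13.0% of the 15896 genes. After adjustment, 1 gene passed, the microRNA gene *Mir24-2*. It was listed at 549 and 555 FPKM in the Cont-IMQ libraries and at 0 in both 7KC-IMQ libraries. Most genes that switched between 0 and more than 10 FPKM within a group were of short RNAs as well. The next smallest adjusted p-value was 0.233. Of the genes that differed at least 2-fold without overlap, 77 were higher and 32 lower. These counts depended on the pseudocount, and with 0.1 in place of 1 they were 188 and 179. Among genes with a mean FPKM of at least 1 and no overlap between the groups, the 10 largest falls on the log2(FPKM + 1) scale were in *Mir24-2*, *Snora52*, *Mir8097*, *Ankrd1*, *Car6*, *Mt4*, *Hoxc10*, *Fos*, *Scgb1a1* and *Hbb-bs*. Of these, *Car6* fell from 4.03 ± 0.944 to 0.325 ± 0.0582 FPKM (SD, n = 2), with a log2 fold change of -1.91 (standard error 0.17, adjusted p = 0.265 in limma). *Mt4* fell from 76.4 ± 34.3 to 20.5 ± 0.931 FPKM. The fall of *Hbb-bs* rests on Cont-IMQ replicate 1 alone, at 8.32 FPKM. Its other values were 0.00438 FPKM in Cont-IMQ replicate 2, and 0.00392 and 0.00430 FPKM in the 7KC-IMQ libraries. Moreover, 51.5% of its 75-base windows also occur in another gene. The 10 largest rises were in *Alox8*, *Defb3*, *Sprr2b*, *Uox*, *Il19*, *Sprr2i*, *Sprr2f*, *S100a8*, *S100a9* and *Myh4*. *Alox8* (ENSMUSG00000020891.11) had 8.78 ± 2.46 FPKM (SD, n = 2) in the Cont-IMQ group and 50.5 ± 30.6 FPKM (SD, n = 2) in the 7KC-IMQ group, with a log2 fold change of 2.28 (standard error 0.46, adjusted p = 0.352 in limma). Its fold change fell to 1.63 without 7KC-IMQ replicate 2. *Defb3*, which encodes a beta-defensin, rose from 16.8 ± 11.2 to 77.7 ± 21.9 FPKM, and *Sprr2f*, which encodes a small proline-rich protein of the cornified envelope, from 33.6 ± 6.28 to 152 ± 53.3 FPKM.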

Interestingly, the 7KC-mediated promotion of TNF-α secretion from inflammatory cells in the skin may trigger an inflammatory loop between the liver and skin, contributing to the promotion of psoriasis-like dermatitis. A couple of studies indicated that oxysterols could bind to oxysterol-binding proteins (OSBP) and circulate systemically, acting directly on IMQ skin lesions. If 7KC may bind to OSBP and be transported by OSBP, then OSBP might be a potential therapeutic target against both steatohepatitis and psoriasis.

A limitation of this study was the short duration of the IMQ application. The period over which IMQ was administered was insufficient to observe its accumulation in the skin; it was also too short to assess hepatic fibrosis. Although Vasseur P. et al. nicely demonstrated that IMQ-induced dermatitis accelerated hepatis fibrosis in a 9-week model [36], Yokogawa M. et al. reported that administering IMQ for more than one month causes systemic lupus erythematosus-like dermatitis and might be not suitable for long-term use [37]. To study the long-term effects of psoriasis-like dermatitis on steatohepatitis and hepatic fibrosis, a genetically modified psoriasis model such as the K5.STAT3C transgenic mouse was developed by Sano et al. [38]. In future studies, we will use this model to clarify the relationship between psoriasis, steatohepatitis, and cardiovascular disease in order to reveal additional potential mechanisms, including those involving exosomes and microRNAs.

## 4. Materials and Methods

### 4.1. Animals, Diets, and Induction of Psoriasis Using IMQ

Wild type male C57BL/6 mice were obtained from CLEA Japan, Inc. (Tokyo, Japan) and housed in a temperature- and humidity-controlled facility with a 12 h light/dark cycle. The 7KC was obtained from Sigma-Aldrich (C2394, St. Louis, MO, USA). Two diets containing bile and high-fat/high-cholesterol/high-sucrose and bile salt (20% casein, 50% sucrose, 15% cocoa butter, 1.25% cholesterol, 0.5% cholate; NASH diet), containing 0.0125% 7KC (7KC group) or no 7KC (control group), were prepared by the Oriental Yeast Co., Ltd. (Chiba, Japan) and administered to the mice for three weeks. This was followed by the application of a 5% IMQ cream (5% Beselna Cream, Mochida Pharmaceutical Co., LTD, Tokyo, Japan) to the right ear (12.5 mg/day) and on the dorsal skin (62.5 mg/day) for four days. A hydrophilic cream (Nikko Pharmaceutical Co., LTD, Gifu, Japan) was used as the vehicle (Figure 1A,B). The thickness of the auricle was measured using a micrometer (Mitutoyo Corporation, Kanagawa, Japan) and was set to 0 before applying the IMQ or hydrophilic cream.

Mice were sacrificed by anaesthetization using an intraperitoneal injection of medetomidine (0.3 mg/kg), midazolam (4 mg/kg), and butorphanol (5 mg/kg). Adequate anesthesia was maintained by monitoring the respiration rate and lack of response to paw pinching. After the study, all anesthetized animals were euthanized via cervical dislocation. 

### 4.2. Psoriasis Area Severity Index (PASI)

Inflammation in the skin of mice was assessed using scores adapted from the clinical psoriasis area and severity index. Erythema, desquamation, and thickening were quantified as 0: none, 1: mild, 2: moderate, 3: high, or 4: extremely high. The total PASI score (0–12) was calculated as described by Fredriksson et al. [25,26].

### 4.3. Biochemical Analyses

Serum ALT, TC, HDL-C, and TG levels were measured using enzymatic methods (Fujifilm, Tokyo, Japan). Non-HDL-C levels were calculated as TC minus HDL-C levels. Plasma lipoprotein levels were measured after fasting the mice for 4 h. Serum TNF-α, IL-17, and IL-22 levels were measured using the Quantikine^®^ ELISA Mouse TNF-α Immunoassay, Quantikine^®^ ELISA Mouse IL-17 Immunoassay, and Quantikine^®^ ELISA Mouse IL-22 Immunoassay (MTA00B, M1700 and M2200, R&D systems, Minneapolis, MN, USA), respectively, in accordance with the manufacturer’s instructions. 

### 4.4. Measuring 7KC Levels in Serum and Tissues

Lipids were extracted from the serum, liver, and skin using the Folch method, and the concentration of 7KC in these samples was measured. Serum (20 μL) was saponified with potassium hydroxide and then mixed with magnesium sulfate and tert-butyl methyl ether. After the ether layer was extracted, it was dried under the N_2_ gas stream, dissolved with 40 μL of isopropanol, and used to measure the concentration of 7KC using LC/MS–MS. For liver and skin tissues, 30 mg of sample was extracted using the Folch method and saponified with potassium hydroxide. The lipid layer was extracted by the same method for serum samples, and the concentration of 7KC was measured using LC/MS–MS.

### 4.5. Histological and Immunohistochemical Analyses

Liver and skin tissues were fixed with 4% PFA to prepare paraffin sections. Paraffin-embedded sections were stained with hematoxylin and eosin (200108, Muto Pure Chemicals, Tokyo, Japan). Frozen sections were stained with Oil Red O (M3G0644; Nacalai Tesque, Kyoto, Japan) to detect lipids. Macrophages were detected using F4/80 (MCA497R; Bio-Rad, Tokyo, Japan) and VECTASTAIN secondary antibodies (Vector Laboratories, Burlingame, CA, USA). To quantify the area stained by Oil Red O or F4/80, images of five random fields from each section were processed using Image J software (National Institute of Mental Health, Bethesda, MD, USA). Each value was expressed as a percentage of the total area of each positively stained section.

### 4.6. EdU Incorporation Assay

EdU cell proliferation assays were performed using the Click-iT™ Plus EdU Cell Proliferation Kit (C10639; Thermo Fisher Scientific, Waltham, MA, USA) according to the manufacturer’s instructions. Briefly, mice were intraperitoneally injected with EdU (100 μg/mouse) and, 24 h later, the dorsal lesion was collected and used to prepare a frozen block. The blocks were stained and images were taken using a confocal laser scanning microscope LSM710 (Carl Zeiss, Jena, Germany). To quantify EdU uptake, the number of EdU-positive cells in five locations in each section was counted and averaged.

### 4.7. Quantitative Real Time Polymerase Chain Reaction (RT–qPCR)

Total RNA was extracted from liver and skin tissues using the RNeasy^®^ Mini Kit (74106, QIAGEN, Hilden, Germany). RNA was reverse-transcribed using the SuperScript VILO cDNA Synthesis Kit (11754, Thermo Fisher Scientific, Waltham, MA, USA). Diluted cDNA was used as a template for quantifying relative mRNA concentrations. RT-qPCR was performed using Taqman Gene Expression master Mix (Thermo Fisher Scientific, Waltham, MA, USA), Taqman probes (Table S1), and the 7900HT Sequence Detection System (Thermo Fisher Scientific, Waltham, MA, USA). The primers used are listed in Table S1. Relative gene expression values were normalized to *B2M* for the liver and *Polr1a* for the skin, using the comparative Ct (threshold cycle) method.

### 4.8. RNA Sequence Analysis

RNA sequence analysis was conducted as previously described [21,22]. Briefly, sequencing was performed on an Illumina HiSeq 2500 platform in 75-base single-end mode. Illumina Casava 1.8.2 software (Illumina Inc, San Diego, CA, USA) was used for base calling. Raw reads were mapped to the mouse reference genome (mm10) using TopHat ver. 2.0.13 (Baltimore, MD, USA) [39] in combination with Bowtie2 ver. 2.2.3 (San Diego, CA, USA) [40] and SAMtools ver. 0.1.19 (San Diego, CA, USA) [41]. The number of fragments per kilobase of exons per million mapped fragments was calculated using Cufflinks ver. 2.2.143,44 (Seattle, WA, USA) [42] and was visualized as a heatmap. Pathway analyses were conducted using the STRING network tool. The raw data generated in this study are available in the Gene Expression Omnibus database (accession number GSE214837).

### 4.9. Statistical Analyses

The results are presented as mean ± SD. Pairwise comparisons were made using the two-tailed Student’s *t*-test. Multiple group comparisons were made using one-way ANOVA, followed by Tukey’s post hoc test. *p* < 0.05 was considered statistically significant.

## 5. Conclusions

The presence of oxysterol 7KC in the diet promoted IMQ-induced psoriasis-like dermatitis, mediated by the exacerbation of steatohepatitis, in mice. These findings suggest a novel strategy for treating steatohepatitis and psoriasis by reducing intestinal 7KC absorption. 

## Figures and Tables

**Figure 1:**
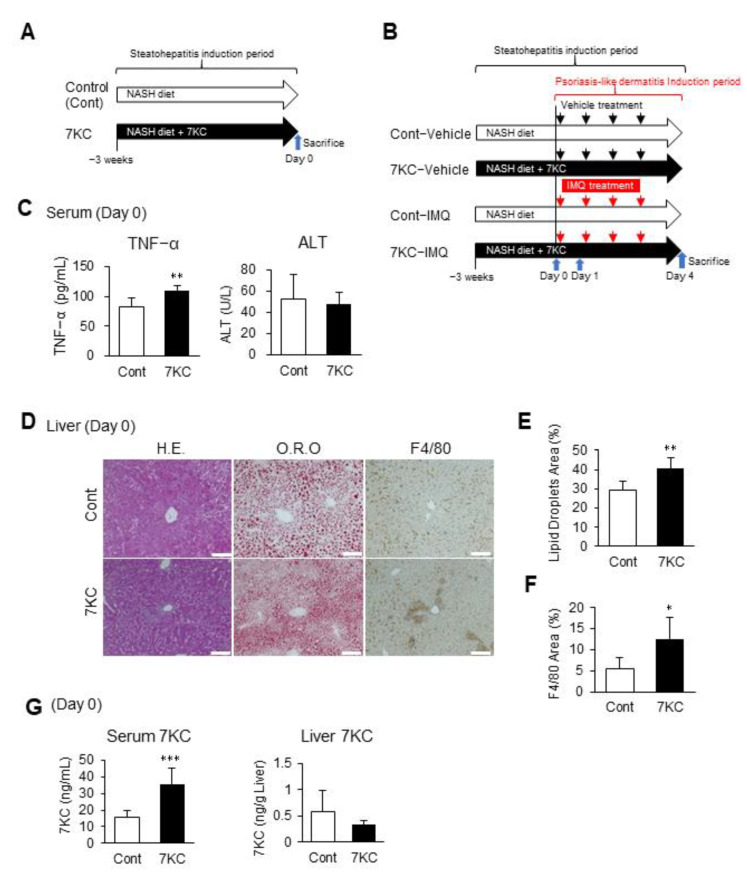
The 7KC-containing high-fat/high-cholesterol/high-sucrose/bile salt diet exacerbated steatohepatitis in C57BL/6 mice. (**A**) Experimental protocol before induction of psoriasis-like dermatitis. Samples were harvested on Day 0. (**B**) Experimental protocol after induction of psoriasis-like dermatitis. Samples were harvested on Day 1 and Day 4. (**C**) TNF-α and alanine aminotransferase (ALT) in serum on Day 0. *n* = 6, Control; *n* = 6, 7KC. (**D**) Hematoxylin and eosin (H.E.) staining, oil red O (O.R.O) staining, and F4/80 staining of liver samples on Day 0. Scale bar: 100 μm. (**E**) Areas with oil red O staining in the liver. *n* = 6, Control; *n* = 6, 7KC. (**F**) Areas with F4/80 staining in the liver. *n* = 6, Control; *n* = 6, 7KC. (**G**) 7KC concentrations in serum and liver of mice on Day 0. *n* = 5, Control; *n* = 5, 7KC. Results are presented as mean ± SD, and *p* values were calculated using Student’s *t*-test. * *p* < 0.05, ** *p* < 0.01, and *** *p* < 0.001, Control vs. 7KC.

**Figure 2:**
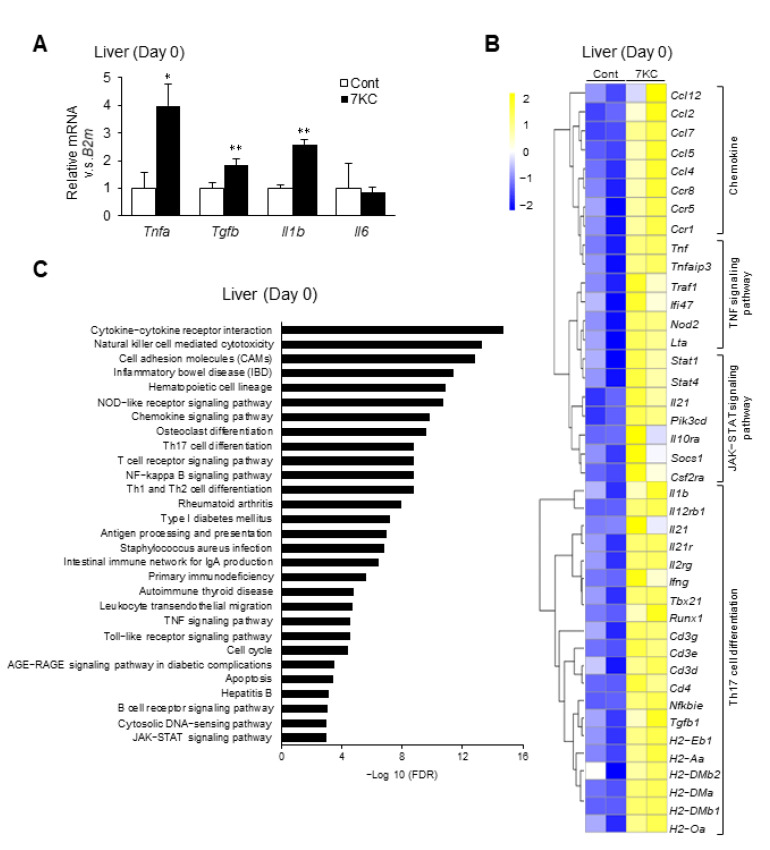
The 7KC-containing diet enhanced inflammatory responses in the liver. (**A**) mRNA expression of inflammatory genes was examined on Day 0 using quantitative PCR. Mean expression in the control group, obtained by correcting each CT value with the respective housekeeping gene, was used as a control (one) to indicate the relative expression. Results are presented as mean ± SD, and *p* values were calculated using Student’s *t*-test. * *p* < 0.05, and ** *p* < 0.01, Control vs. 7KC. *n* = 3, Control; *n* = 3, 7KC. (**B**) RNA sequence analysis of liver samples collected on Day 0. Heatmaps of genes associated with chemokines, TNF signaling pathway, JAK-STAT signaling pathway, and Th17 cell differentiation in the liver were identified. (**C**) Analysis of pathways in the liver on Day 0. Pathways with upregulated expression in the 7KC versus Control group are shown.

**Figure 3:**
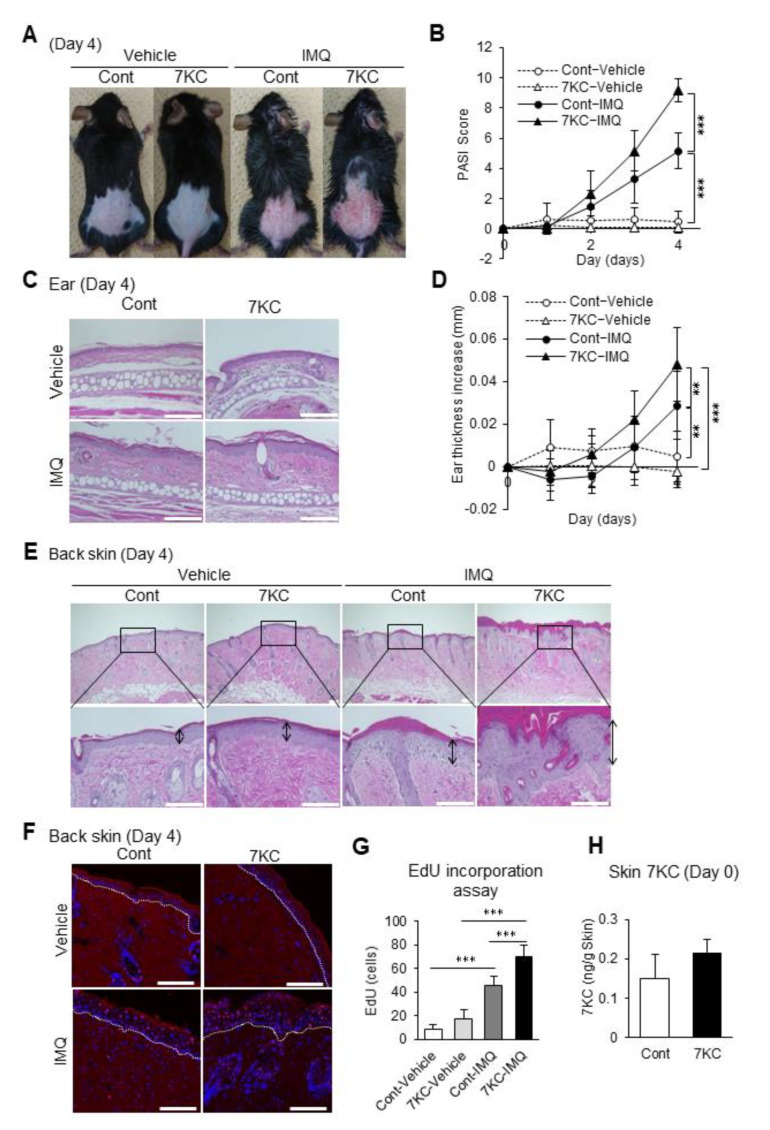
7KC-induced steatohepatitis exacerbated psoriasis-like dermatitis. Mice were fed a NASH or 7KC diet for three weeks, and then received imiquimod (IMQ) cream or hydrophilic cream (vehicle). (**A**) Representative photographs of mice on Day 4. (**B**) Time course of the psoriasis area severity index (PASI) scores after induction. *n* = 9, Cont-Vehicle; *n* = 9, 7KC-Vehicle; *n* = 6, Cont-IMQ; *n* = 6, 7KC-IMQ. (**C**) Hematoxylin and eosin (H.E.) staining of the ears. (**D**) Time course of the change in ear thickness after induction. *n* = 9, Cont-Vehicle; *n* = 9, 7KC-Vehicle; *n* = 12, Cont-IMQ; *n* = 13, 7KC-IMQ. (**E**) H.E. staining of the back skin on Day 4. (**F**) EdU incorporation assay of the back skin on Day 4. (**G**) Count of EdU-positive cells on Day 4. *n* = 5, Cont-Vehicle; *n* = 5, 7KC-Vehicle; *n* = 6, Cont-IMQ; *n* = 7, 7KC-IMQ. Scale bar: 100 μm; (**H**) 7KC concentration in the skin on Day 0. *n* = 5, Control; *n* = 5, 7KC. Results are presented as mean ± SD, and *p* values were calculated using one-way ANOVA with Tukey’s post hoc test (Figure 3B,D,G) and Student’s *t*-test (Figure 3H). ** *p* < 0.01, and *** *p* < 0.001, Cont-Vehicle vs. Cont-IMQ or Cont-Vehicle vs. 7KC-IMQ or Cont-IMQ vs. 7KC-IMQ or Control vs. 7KC. Scale bar: 100 μm.

**Figure 4:**
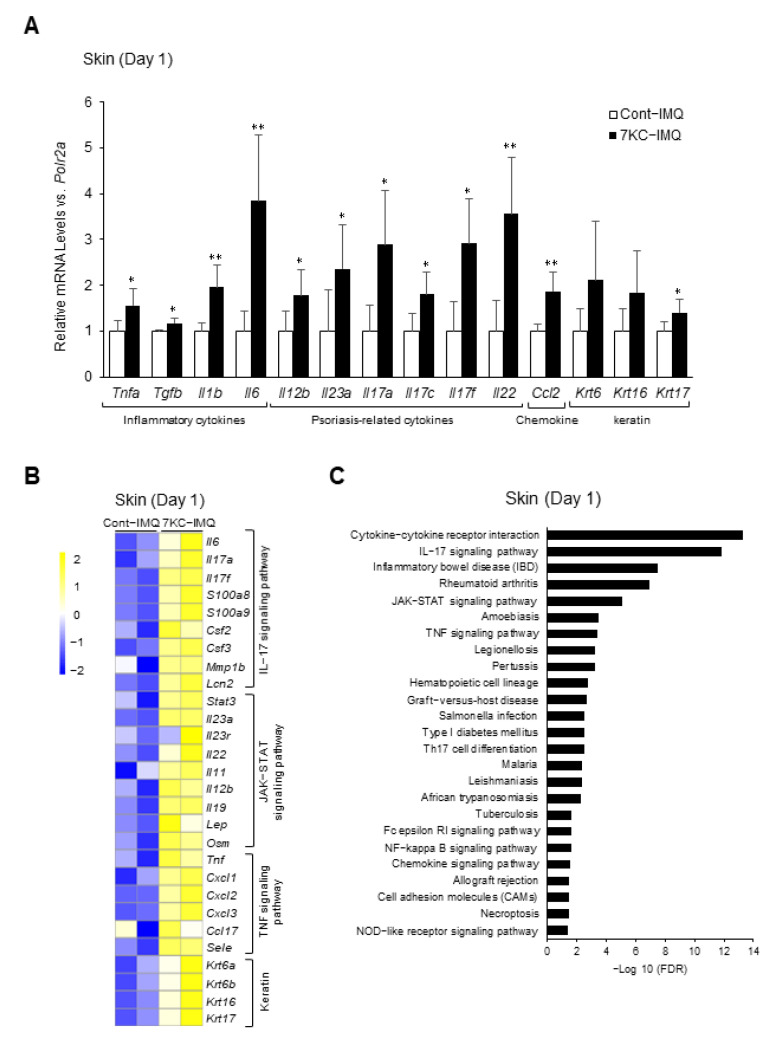
7KC-induced steatohepatitis promoted the TNF- and IL-17 signaling pathways in the skin. Mice were fed a NASH diet or 7KC diet for three weeks, and then received imiquimod (IMQ) cream or hydrophilic cream (vehicle). (**A**) mRNA expression was examined using quantitative PCR on Day 1. Mean expression in the Control group, obtained by correcting each CT value with the respective housekeeping gene, was used as a control (one) to indicate the relative expression. Results are presented as mean ± SD, and *p*-values were calculated using Student’s *t*-test. * *p* < 0.05, and ** *p* < 0.01, Cont vs. 7KC. *n* = 5, Cont; *n* = 5, 7KC. (**B**) RNA sequence analysis of skin samples collected on Day 1. Heatmaps of genes associated with chemokines, TNF signaling pathway, JAK-STAT signaling pathway, and Th17 cell differentiation in the skin were generated. Heatmaps of genes associated with chemokines, TNF, JAK-STAT, and IL-17 signaling pathways, and keratin in the skin. (**C**) Pathways whose expressions were upregulated in the 7KC group versus the control group are listed.

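The heatmaps of Fig. 4B show 28 genes in the 2 Cont-IMQ and the 2 7KC-IMQ libraries. The mean FPKM of each of the 28 genes was higher in the 7KC-IMQ group, and 26 of them did so without overlap between the groups, where chance gives 33.3% of genes in either direction. The count takes *Il22* as listed, with a 0 in Cont-IMQ replicate 2 that can be a failed estimate. *Il23r* overlapped, with 0.171 and 0.0861 FPKM in the Cont-IMQ group and 0.159 and 0.490 FPKM in the 7KC-IMQ group, as did *Ccl17*, with 16.0 and 4.58 FPKM against 26.8 and 14.2 FPKM. Leaving out each library in turn changed the direction of none of the 28 genes. Among all genes tested, none of them reached an adjusted p-value of 0.05 in limma, where the adjusted p-values ranged from 0.265 to 0.597, and 25 of them had an unadjusted p-value under 0.05. Adjusted over the list alone, 24 passed, but these genes were chosen by the study on these libraries, so that count is not independent evidence. As a set, the 28 genes were higher by limma's camera (p = 8.3e-24), by camera with an estimated correlation (p = 0.044) and by fry (p = 0.0114), with the same limit.
Of the genes placed under IL-17 signaling, *S100a8* (chromosome 3, 90668978 to 90670035 of GRCm38, the assembly also called mm10) had 1152 ± 162 FPKM (SD, n = 2) in the Cont-IMQ group and 5192 ± 2240 FPKM (SD, n = 2) in the 7KC-IMQ group. Its log2 fold change was 2.11 (standard error 0.33, adjusted p = 0.352 in limma). *S100a9*, its neighbor on the same chromosome (90692632 to 90695721), rose from 1178 ± 162.9 to 5298 ± 2421 FPKM. *Il17f* (chromosome 1, 20777146 to 20790617) rose from 1.18 ± 0.230 to 5.70 ± 0.883 FPKM, with a log2 fold change of 1.62 (standard error 0.15, adjusted p = 0.284 in limma). *Il6* rose from 2.16 ± 0.542 to 8.93 ± 5.00 FPKM, and its 7KC-IMQ libraries differed from each other, at 5.40 and 12.5 FPKM. *Mmp1b* had the smallest change of this group, with a log2 fold change of 0.33 and an estimated 3 reads in Cont-IMQ replicate 2. Of the genes placed under JAK-STAT signaling, *Il19* rose from 7.10 ± 2.28 to 34.0 ± 2.02 FPKM and *Stat3* from 75.2 ± 9.44 to 101 ± 3.62 FPKM. Of those under TNF signaling, *Tnf* (chromosome 17, 35199381 to 35202007) rose from 3.77 ± 0.899 to 7.22 ± 1.07 FPKM, and *Cxcl1* from 35.8 ± 9.95 to 88.9 ± 13.1 FPKM.
The keratin genes were higher without overlap as well. *Krt17* (chromosome 11, 100256217 to 100261029) had 1506 ± 99.3 FPKM in the Cont-IMQ group and 2262 ± 463 FPKM in the 7KC-IMQ group, a log2 fold change of 0.57 (standard error 0.18, adjusted p = 0.365 in limma). *Krt16* rose from 1246 ± 123 to 2701 ± 943 FPKM, and 28.9% of its 75-base sequence windows also occur in another annotated gene. The windows of *Krt6a* and *Krt6b* are shared to 38.6% and 39.6%, mostly with each other, so their reads can be split between the 2 genes. *Krt6b* had 539 FPKM in 7KC-IMQ replicate 1 and 1251 FPKM in replicate 2, and its log2 fold change was 0.90 without replicate 2 against 1.51 with it.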

**Figure 5:**
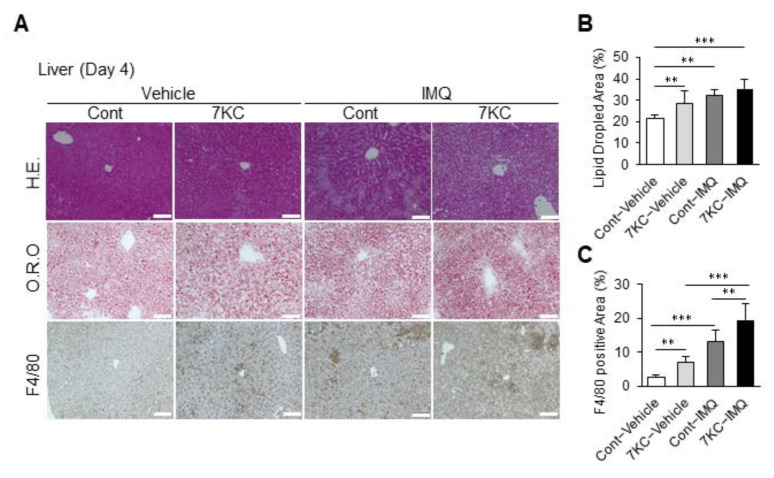
Psoriasis-like dermatitis aggravated by 7KC further accelerated steatohepatitis. (**A**) Hematoxylin and eosin (H.E.) staining, oil red O (O.R.O) staining, and F4/80 staining of liver on Day 4. (**B**) Areas with oil red O staining in the liver. *n* = 5, Cont-Vehicle; *n* = 6, 7KC-Vehicle; *n* = 6, Cont-IMQ; *n* = 6, 7KC-IMQ. (**C**) Areas with F4/80 staining in the liver. *n* = 6, Cont-Vehicle; *n* = 6, 7KC-Vehicle; *n* = 6, Cont-IMQ; *n* = 6, 7KC-IMQ. Results are presented as mean ± SD, and *p* values were calculated using one-way ANOVA with Tukey’s post hoc test. ** *p* < 0.01, and *** *p* < 0.001, Cont-Vehicle vs. Cont-IMQ, Cont-Vehicle vs. 7KC-IMQ, Cont-IMQ vs. 7KC-IMQ or 7KC-Vehicle vs. 7KC-IMQ. Scale bar: 100 μm.

**Figure 6:**
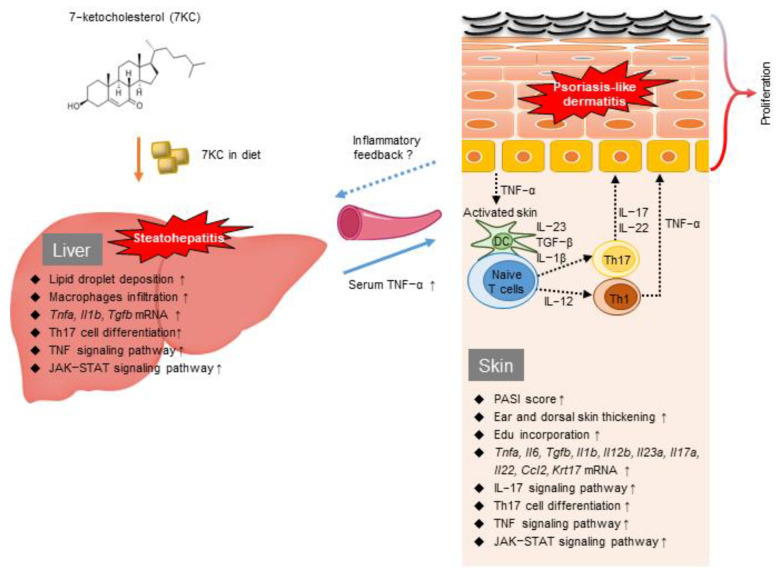
The putative mechanism linking steatohepatitis and psoriasis-like dermatitis stimulated by 7KC and a graphical summary of the current study.

## Data Availability

The data presented in this study are openly available in the Gene Expression Omnibus database (accession number GSE214837).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms232415855/s1.

## References

[1] Lowes M.A., Bowcock A.M., Krueger J.G. (2007). Pathogenesis and therapy of psoriasis. Nature.

[2] Lowes M.A., Chamian F., Abello M.V., Fuentes-Duculan J., Lin S.L., Nussbaum R., Novitskaya I., Carbonaro H., Cardinale I., Kikuchi T. (2005). Increase in TNF-alpha and inducible nitric oxide synthase-expressing dendritic cells in psoriasis and reduction with efalizumab (anti-CD11a). Proc. Natl. Acad. Sci. USA.

[3] Madden S.K., Flanagan K.L., Jones G. (2020). How lifestyle factors and their associated pathogenetic mechanisms impact psoriasis. Clin. Nutr..

[4] Gelfand J.M., Neimann A.L., Shin D.B., Wang X., Margolis D.J., Troxel A.B. (2006). Risk of myocardial infarction in patients with psoriasis. JAMA.

[5] Takahashi H., Iizuka H. (2012). Psoriasis and metabolic syndrome. J. Dermatol..

[6] Kanemaru K., Matsuyuki A., Nakamura Y., Fukami K. (2015). Obesity exacerbates imiquimod-induced psoriasis-like epidermal hyperplasia and interleukin-17 and interleukin-22 production in mice. Exp. Dermatol..

[7] Gisondi P., Targher G., Zoppini G., Girolomoni G. (2009). Non-alcoholic fatty liver disease in patients with chronic plaque psoriasis. J. Hepatol..

[8] Miele L., Vallone S., Cefalo C., La Torre G., Di Stasi C., Vecchio F.M., D’Agostino M., Gabrieli M.L., Vero V., Biolato M. (2009). Prevalence, characteristics and severity of non-alcoholic fatty liver disease in patients with chronic plaque psoriasis. J. Hepatol..

[9] Wenk K.S., Arrington K.C., Ehrlich A. (2011). Psoriasis and non-alcoholic fatty liver disease. J. Eur. Acad. Dermatol. Venereol..

[10] Candia R., Ruiz A., Torres-Robles R., Chavez-Tapia N., Mendez-Sanchez N., Arrese M. (2015). Risk of non-alcoholic fatty liver disease in patients with psoriasis: A systematic review and meta-analysis. J. Eur. Acad. Dermatol. Venereol..

[11] Duell P.B., Welty F.K., Miller M., Chait A., Hammond G., Ahmad Z., Cohen D.E., Horton J.D., Pressman G.S., Toth P.P. (2022). Nonalcoholic Fatty Liver Disease and Cardiovascular Risk: A Scientific Statement from the American Heart Association. Arter. Thromb. Vasc. Biol..

[12] Hawkes J.E., Chan T.C., Krueger J.G. (2017). Psoriasis pathogenesis and the development of novel targeted immune therapies. J. Allergy Clin. Immunol..

[13] Tang Y., Bian Z., Zhao L., Liu Y., Liang S., Wang Q., Han X., Peng Y., Chen X., Shen L. (2011). Interleukin-17 exacerbates hepatic steatosis and inflammation in non-alcoholic fatty liver disease. Clin. Exp. Immunol..

[14] Vasseur P., Serres L., Jegou J.F., Pohin M., Delwail A., Petit-Paris I., Levillain P., Favot L., Samson M., Yssel H. (2016). High-Fat Diet-Induced IL-17A Exacerbates Psoriasiform Dermatitis in a Mouse Model of Steatohepatitis. Am. J. Pathol..

[15] Dainichi T., Kitoh A., Otsuka A., Nakajima S., Nomura T., Kaplan D.H., Kabashima K. (2018). The epithelial immune microenvironment (EIME) in atopic dermatitis and psoriasis. Nat. Immunol..

[16] Poli G., Leoni V., Biasi F., Canzoneri F., Risso D., Menta R. (2022). Oxysterols: From redox bench to industry. Redox Biol..

[17] Echarte M., Ansorena D., Astiasaran I. (2003). Consequences of microwave heating and frying on the lipid fraction of chicken and beef patties. J. Agric. Food Chem..

[18] Brown A.J., Jessup W. (1999). Oxysterols and atherosclerosis. Atherosclerosis.

[19] Hitsumoto T., Takahashi M., Iizuka T., Shirai K. (2009). Clinical significance of serum 7-ketocholesterol concentrations in the progression of coronary atherosclerosis. J. Atheroscler Thromb..

[20] Song J., Wang D., Chen H., Huang X., Zhong Y., Jiang N., Chen C., Xia M. (2017). Association of Plasma 7-Ketocholesterol with Cardiovascular Outcomes and Total Mortality in Patients with Coronary Artery Disease. Circ. Res..

[21] Chang J., Koseki M., Saga A., Kanno K., Higo T., Okuzaki D., Okada T., Inui H., Tanaka K., Asaji M. (2020). Dietary Oxysterol, 7-Ketocholesterol Accelerates Hepatic Lipid Accumulation and Macrophage Infiltration in Obese Mice. Front. Endocrinol..

[22] Kanno K., Koseki M., Chang J., Saga A., Inui H., Okada T., Tanaka K., Asaji M., Zhu Y., Ide S. (2022). Pemafibrate suppresses NLRP3 inflammasome activation in the liver and heart in a novel mouse model of steatohepatitis-related cardiomyopathy. Sci. Rep..

[23] Wilson N.J., Boniface K., Chan J.R., McKenzie B.S., Blumenschein W.M., Mattson J.D., Basham B., Smith K., Chen T., Morel F. (2007). Development, cytokine profile and function of human interleukin 17-producing helper T cells. Nat. Immunol..

[24] Terasaka N., Wang N., Yvan-Charvet L., Tall A.R. (2007). High-density lipoprotein protects macrophages from oxidized low-density lipoprotein-induced apoptosis by promoting efflux of 7-ketocholesterol via ABCG1. Proc. Natl. Acad. Sci. USA.

[25] Fredriksson T., Pettersson U. (1978). Severe psoriasis—Oral therapy with a new retinoid. Dermatologica.

[26] Van der Fits L., Mourits S., Voerman J.S., Kant M., Boon L., Laman J.D., Cornelissen F., Mus A.M., Florencia E., Prens E.P. (2009). Imiquimod-induced psoriasis-like skin inflammation in mice is mediated via the IL-23/IL-17 axis. J. Immunol..

[27] Yang L., Jin L., Ke Y., Fan X., Zhang T., Zhang C., Bian H., Wang G. (2018). E3 Ligase Trim21 Ubiquitylates and Stabilizes Keratin 17 to Induce STAT3 Activation in Psoriasis. J. Invest. Dermatol..

[28] Du Y., Jiang S., Cheng L., Liu J. (2020). JAK/STAT and VEGF/PAK1 signaling as emerging targets for topical treatment of psoriasis: A pilot study. Int. J. Clin. Exp. Pathol..

[29] Grabarek B., Krzaczyński J., Strzałka-Mrozik B., Wcisło-Dziadecka D., Gola J. (2019). The influence of ustekinumab on expression of STAT1, STAT3, STAT4, SOCS2, and IL17 in patients with psoriasis and in a control. Dermatol. Ther..

[30] Serviddio G., Bellanti F., Villani R., Tamborra R., Zerbinati C., Blonda M., Ciacciarelli M., Poli G., Vendemiale G., Iuliano L. (2016). Effects of dietary fatty acids and cholesterol excess on liver injury: A lipidomic approach. Redox Biol..

[31] Wang Y., Wang W., Wang N., Tall A.R., Tabas I. (2017). Mitochondrial Oxidative Stress Promotes Atherosclerosis and Neutrophil Extracellular Traps in Aged Mice. Arter. Thromb. Vasc. Biol..

[32] Anderson A., Campo A., Fulton E., Corwin A., Jerome W.G., O’Connor M.S. (2020). 7-Ketocholesterol in disease and aging. Redox Biol..

[33] Rau M., Schilling A.K., Meertens J., Hering I., Weiss J., Jurowich C., Kudlich T., Hermanns H.M., Bantel H., Beyersdorf N. (2016). Progression from Nonalcoholic Fatty Liver to Nonalcoholic Steatohepatitis Is Marked by a Higher Frequency of Th17 Cells in the Liver and an Increased Th17/Resting Regulatory T Cell Ratio in Peripheral Blood and in the Liver. J. Immunol..

[34] Li H.J., Wu N.L., Pu C.M., Hsiao C.Y., Chang D.C., Hung C.F. (2020). Chrysin alleviates imiquimod-induced psoriasis-like skin inflammation and reduces the release of CCL20 and antimicrobial peptides. Sci. Rep..

[35] Xie X., Zhang L., Lin Y., Wang Y., Liu W., Li X., Li P. (2017). Imiquimod induced ApoE-deficient mice might be a composite animal model for the study of psoriasis and dyslipideamia comorbidity. J. Dermatol. Sci..

[36] Vasseur P., Pohin M., Jégou J.F., Favot L., Venisse N., Mcheik J., Morel F., Lecron J.C., Silvain C. (2018). Liver fibrosis is associated with cutaneous inflammation in the imiquimod-induced murine model of psoriasiform dermatitis. Br. J. Dermatol..

[37] Yokogawa M., Takaishi M., Nakajima K., Kamijima R., Fujimoto C., Kataoka S., Terada Y., Sano S. (2014). Epicutaneous application of toll-like receptor 7 agonists leads to systemic autoimmunity in wild-type mice: A new model of systemic Lupus erythematosus. Arthritis Rheumatol..

[38] Sano S., Chan K.S., Carbajal S., Clifford J., Peavey M., Kiguchi K., Itami S., Nickoloff B.J., DiGiovanni J. (2005). Stat3 links activated keratinocytes and immunocytes required for development of psoriasis in a novel transgenic mouse model. Nat. Med..

[39] Kim D., Pertea G., Trapnell C., Pimentel H., Kelley R., Salzberg S.L. (2013). TopHat2: Accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. Genome Biol..

[40] Langmead B., Salzberg S.L. (2012). Fast gapped-read alignment with Bowtie 2. Nat. Methods.

[41] Bonfield J.K., Marshall J., Danecek P., Li H., Ohan V., Whitwham A., Keane T., Davies R.M. (2021). HTSlib: C library for reading/writing high-throughput sequencing data. Gigascience.

[42] Trapnell C., Williams B.A., Pertea G., Mortazavi A., Kwan G., van Baren M.J., Salzberg S.L., Wold B.J., Pachter L. (2010). Transcript assembly and quantification by RNA-Seq reveals unannotated transcripts and isoform switching during cell differentiation. Nat. Biotechnol..

# Supplementary material for: A Dietary Oxysterol, 7-Ketocholesterol, Exacerbates Imiquimod-Induced Psoriasis-like Dermatitis in Steatohepatitic Mice
**Source:** Int J Mol Sci. 2022 Dec 13;23(24):15855. doi: 10.3390/ijms232415855
**Supplement:** Supplementary file 1

**Supplement Table S1.** qPCR probe list.

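Table S1 pairs each gene measured by quantitative PCR in the liver and the skin with the catalogue number of its assay. Each threshold cycle was set against a housekeeping gene, and the Control group's mean was taken as the unit of relative expression. *B2m* encodes beta-2 microglobulin, the light chain of MHC class I, and *Polr2a* encodes the largest subunit of RNA polymerase II. The table lists *Polr2a* without a role or a tissue, and the axis of Fig. 4A names it as the reference, whereas the methods name *Polr1a* for the skin, which encodes the largest subunit of RNA polymerase I. *Krt6* is listed without a letter, while the mouse has *Krt6a* and *Krt6b*, which the heatmap of Fig. 4B lists apart. *Nlrp3* has an assay in the table, and the panel of Fig. 4A shows no bar for it. The list serves only the quantitative PCR.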

| probe         |               |
|---------------|---------------|
| <i>Tnfa</i>   | Mm00443258_m1 |
| <i>Tgfb1</i>  | Mm01178820_m1 |
| <i>Il1b</i>   | Mm00434228_m1 |
| <i>Il6</i>    | Mm00446190_m1 |
| <i>Il12b</i>  | Mm01288989_m1 |
| <i>Il23a</i>  | Mm00518984_m1 |
| <i>Il17a</i>  | Mm00439618_m1 |
| <i>Il17c</i>  | Mm00521397_m1 |
| <i>Il17f</i>  | Mm00521423_m1 |
| <i>Il22</i>   | Mm01226722_m1 |
| <i>Nlrp3</i>  | Mm00840904_m1 |
| <i>Ccl2</i>   | Mm00441242_m1 |
| <i>Krt6</i>   | Mm00833464_g1 |
| <i>Krt16</i>  | Mm01306670_g1 |
| <i>Krt17</i>  | Mm00495207_m1 |
| <i>B2m</i>    | Mm00437762_m1 |
| <i>Polr2a</i> | Mm00839493_m1 |

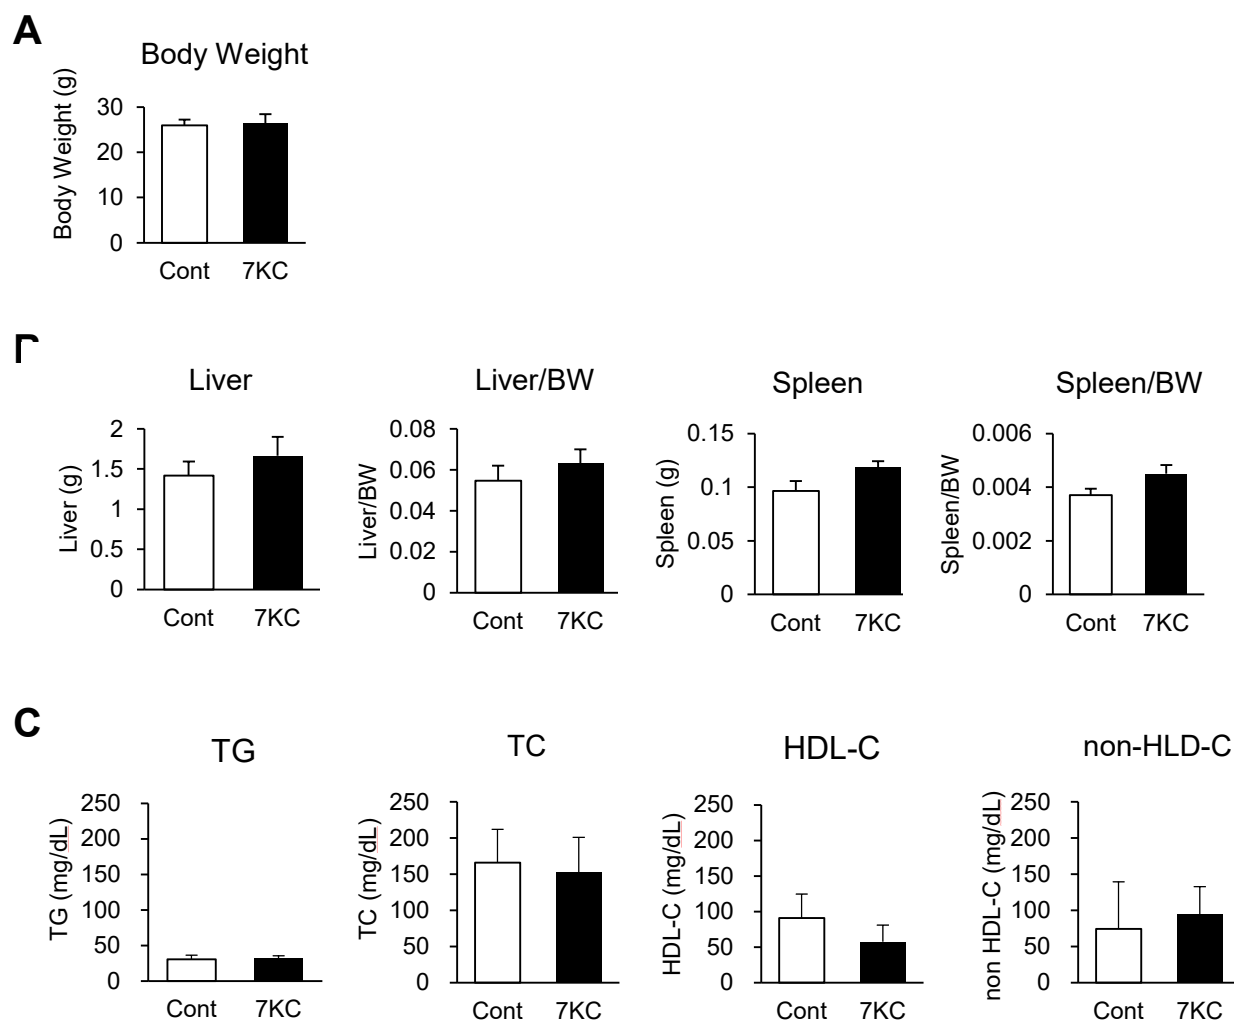

**Figure S1.** Body weight, Liver and spleen weights, and serum lipids profile on Day 0. Mice were fed a NASH or 7KC diet for three weeks, and samples were collected on Day 0. **(A)** Body weight. **(B)** Liver and spleen weights. **(C)** Serum lipid profile Results are presented as mean  $\pm$  SD, and  $p$ -values were calculated using Student's  $t$ -test. \*  $p < 0.05$ , Control vs. 7KC.  $n = 6$ , Control;  $n = 6$ , 7KC.

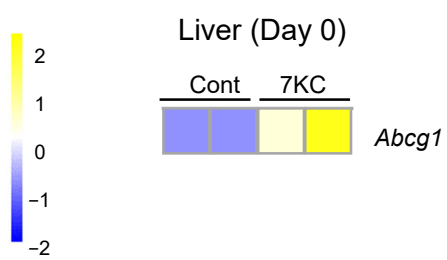

**Figure S2.** RNA sequence analysis of *Abcg1* in liver on Day 0.

How the deposited data were processed for this re-analysis (not part of the article)

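Dorsal skin treated with IMQ was measured by RNA sequencing on Day 1 in 4 libraries, Cont-IMQ replicates 1 and 2 (NASH diet) and 7KC-IMQ replicates 1 and 2 (NASH diet with 0.0125% 7KC). Conditions and replicates were taken from the sample labels and from the paper, which give the same groups. RNA sequencing of the liver is not analysed here.

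The authors mapped 75-base single-end reads to mm10 using TopHat, Bowtie2 and SAMtools, calculated FPKM per gene using Cufflinks, and deposited the FPKM values, one file per library. The FPKM values already hold the authors' scaling to mapped reads and gene length, and how Cufflinks was set to treat reads that map to several genes is not named in the paper's text. No count of reads is given, so no count model was used. Values that are exactly 0 can be failed estimates, since housekeeping genes such as *Rpl26* were also listed at 0, in Cont-IMQ replicate 2. No symbol occurred more than once in a file.

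From the FPKM values, log2(FPKM + 1) was computed without further scaling. Genes with a mean FPKM of at least 0.1 over the 4 libraries were kept (15896 genes), and the 2 groups were compared by lmFit and eBayes of limma 3.58.1 in R 4.3.3, with a trend of the variance on the mean and Benjamini-Hochberg adjustment at 0.05. The same design was used for gene lists, by camera with an inter-gene correlation of 0.01. Lists were compiled by hand before the data were examined. They were 5 pathway lists (IL-17 signaling, JAK-STAT signaling, TNF signaling, Th17 cell differentiation and chemokines) and 13 others (interferon response, LXR targets, sterol synthesis, proliferation, hair follicle, skeletal muscle, adipocyte, neutrophil, macrophage and monocyte, T cell, red blood cell, epidermal differentiation and sebaceous gland), with adjustment over the 18 lists. Of the list genes, 3 are in the files under another symbol of the same gene and 8 are not in the files. The 28 genes of Fig. 4B were copied from the figure. The rule for genes named in the text covered every gene the paper names for the skin, the qPCR housekeeping genes, *Abcg1* and *Osbp*. It also covered the 10 largest rises and the 10 largest falls among genes past the threshold or, where fewer than 10 passed, among genes with a mean FPKM of at least 1, always without overlap between the groups. The genes and gene families that the closing section names outside this rule were chosen after their values were seen.

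Both the gene test and the list test were tested on simulated data made from the real means. Of 200 changed genes among 15896, 137 were recovered with 6 false calls, and 4.77% of the unchanged genes had an unadjusted p-value under 0.05. Of 50 random lists of 40 genes raised by 0.5, 50 were recovered at an unadjusted p-value under 0.05 by camera, and 1 of 50 unchanged lists was called. Genes were simulated independently of each other, so these counts cannot show how the list test behaves where genes vary together. The raise of 0.5 was also larger than the difference of any of the 5 pathway lists, of which the largest was 0.33.

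Depth was estimated by finding, for each library, the number of reads that brings the low values of genes with a single annotated transcript closest to whole reads. The estimates lie between 15060000 and 16350000 reads, and an FPKM that corresponds to 3 reads or fewer was treated as the floor. Estimated reads cover counting error only. Gene coordinates, biotypes and transcript lengths came from GENCODE release M21 (GRCm38, the assembly also called mm10), in which 23310 of the symbols were found. The share of 75-base windows of a gene's transcripts that also occur in another gene was computed from the same release as a measure of shared reads.

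The alternatives planned together with the lists were a pseudocount of 0.1, a mean FPKM of at least 1 or no filter, median ratio scaling, rescaling to the same sum in each library, quantile normalization, no variance trend, the replicate number as a block, an estimated inter-gene correlation or fry for lists, and leaving out each library in turn. Alternatives chosen after seeing the data were a test without small RNA genes, lists without the Fig. 4B genes, and over-representation among 2-fold higher genes by Fisher's exact test. Lists added for tests in the closing section were adjusted over the 8 of them. Sample labels use the same replicate numbers in both groups, and nothing in the labels or the paper says that a number marks a shared litter, batch or day.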

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

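For each whole list, the camera test, the other scalings, fry and leaving out a library were set before the data were examined. The other tests in this part were chosen only after the results were seen. Each result below is a gene list outside the pathways the paper discusses for the skin, higher in both 7KC-IMQ libraries than in both Cont-IMQ libraries and past an adjusted p-value of 0.05 by camera.

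The proliferation list (35 genes, all expressed in the skin, none of them in Fig. 4B) was higher by 0.28 in the 7KC-IMQ group (SD within groups 0.094, camera, adjusted p = 4.1e-10). Of its genes, 33 were higher in mean and 25 without overlap. The 6 genes *Mcm2* to *Mcm7*, chosen after their values were seen, were all higher without overlap, by 0.29 to 0.49 (camera, adjusted p = 9.9e-06, fry, adjusted p = 0.00574). A difference in scaling between the libraries is argued against, since the adjusted p-value was at most 1.2e-09 under the 3 other scalings. The genes of one cell programme vary together from library to library, and fry, which keeps that correlation, gave an adjusted p-value of 0.184, so chance differences between 4 libraries stay open. Growing hair follicles also hold dividing cells. Cont-IMQ replicate 2 stood higher in the hair follicle list than the 7KC-IMQ libraries (1.30 against -0.48 and -0.57) but lower in the proliferation list (0.09 against 0.31 and 0.24). That speaks against more growing follicles as the whole cause but rests on that library alone. Cont-IMQ replicate 1 was lowest in both lists (-1.30 and -0.09), which goes with more growing follicles, so that explanation stays open. With the hair follicle list as a term of the model, a test chosen after the values were seen that leaves 1 residual degree of freedom, the difference was 0.31 (camera, adjusted p = 5.7e-12). The paper reports more EdU-positive epidermal cells on Day 4 (Fig. 3F,G), and an earlier rise of proliferation with the 7KC diet is a hypothesis that remains open beside these.

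The neutrophil list (23 genes tested, 2 of them in Fig. 4B and 4 of them in the pathway lists) was higher by 0.54 (SD 0.098, camera, adjusted p = 9.6e-06), with 15 genes higher without overlap and 3 lower. Scaling is argued against here too, with an adjusted p-value of at most 6.0e-06 under the 3 other scalings, whereas fry gave 0.122. More blood in the samples would raise the red blood cell genes, and 0 of the 9 tested were higher in both 7KC-IMQ libraries. *Hba-a1* had 18.2 and 6.60 FPKM in the Cont-IMQ group and 6.46 and 25.3 FPKM in the 7KC-IMQ group. Keratinocytes also express S100 and stefin genes, which hold the largest values of the list, with *S100a9* up to 7010 FPKM. A shorter list without them and without *Il1r2*, which was lower, was still higher by 0.23 (16 genes, SD 0.13, camera, adjusted p = 0.00456, fry, adjusted p = 0.359). Of its genes, 9 were higher and 2 lower without overlap. Relative to the Cont-IMQ mean, it stood at -0.12 and 0.12 in the Cont-IMQ libraries and at 0.27 and 0.20 in the 7KC-IMQ libraries. It cannot decide whether the S100 and stefin genes alone are the whole cause, because a gene that fell was left out with them. The whole list went in both directions, as *Cxcr2* rose from 13.4 and 15.0 to 20.2 and 23.0 FPKM while *Mmp9*, *Il1r2* and *Fpr1* were lower without overlap. A larger number of neutrophils in the skin is one candidate explanation and was not tested apart from a change in their state. The 2 libraries per group leave the correlation of the list's genes open as a technical one.

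The epidermal differentiation list (39 genes tested) was higher by 0.33 (SD 0.23, camera, adjusted p = 0.0083). Relative to the Cont-IMQ mean, the lower 7KC-IMQ library stood at 0.194 and the higher Cont-IMQ library at 0.187. The difference was 0.14 without Cont-IMQ replicate 2 and 0.19 without 7KC-IMQ replicate 2. Its genes moved in opposite directions. The 18 *Sprr2* and *Lce3* genes tested, some of them outside the list, such as *Sprr2f*, were all higher without overlap, by 0.29 to 2.22. The list without these 2 families no longer stood out (30 genes, mean difference 0.06, camera, adjusted p = 0.616). *Ivl* fell from 302 and 353 to 215 and 233 FPKM, *Flg2* from 96.3 and 79.02 to 59.9 and 34.9 FPKM, and *Krt77* from 1475 and 1488 to 1111 and 669 FPKM. Reads shared between paralogs are argued against as the source of the rise in mean. Without genes that share at least 10% of their windows the difference was 0.31 (34 genes, SD 0.22, camera, adjusted p = 0.0182, fry, adjusted p = 0.719), although the groups overlapped, with Cont-IMQ replicate 1 at 0.186 and 7KC-IMQ replicate 1 at 0.184. *Sprr2f* and *Sprr2h*, with 0% of windows shared, and *Sprr2d*, with 0.329%, rose by 2.12, 1.32 and 1.91. The scaling stays open, with an adjusted p-value of 0.0727 after quantile normalization, and so does the correlation between the list's genes, with an adjusted p-value of 0.638 in fry.

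The sebaceous gland list (15 genes, 2 of them also in the adipocyte list) was higher by 0.11 (SD 0.024, camera, adjusted p = 0.0199), with 10 genes higher and 3 lower without overlap. *Elovl3* rose from 128 and 110 to 174 and 175 FPKM, while *Mc5r* fell from 2.86 and 2.62 to 1.34 and 1.38 FPKM. The adjusted p-value was 0.0776 after quantile normalization and 0.107 in fry, so that scaling and the correlation between genes both stay open. The difference is small, and the genes that fell argue against a larger share of sebaceous tissue as the only change.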

How the results depend on the processing

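The tests without small RNA genes, without the Fig. 4B genes and by over-representation were chosen only after the result was seen. The 28 genes of Fig. 4B kept their direction under all alternatives in which they were tested, and as a set they stayed higher with p-values from 5.8e-34 to 0.044. Between 21 and 26 of them were higher without overlap. The count of 21 came with a mean FPKM of at least 1, under which 22 of them were tested. None passed the adjustment over all genes under any of these alternatives, against 25 with an unadjusted p-value under 0.05 in the main setting. With each library left out in turn, 26 to 28 were higher without overlap.

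The number of genes past the adjusted threshold was 1, and it was 2 with a pseudocount of 0.1 (*Mir24-2* and *Snora52*) and 0 without small RNA genes, under which 2092 genes had an unadjusted p-value under 0.05. The 77 genes at least 2-fold higher and the 32 at least 2-fold lower became 188 and 179 with a pseudocount of 0.1, because that pseudocount spreads the low values. Rescaled to the same sum, the counts were 80 and 59, so that 57.6% of the 2-fold genes were higher against 70.6% as deposited. That rescaling moved the median of all genes by -0.07. They ranged from 70 to 130 higher and from 43 to 164 lower across the 4 comparisons that each left out one library, where a single library in a group makes overlap less frequent.

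For the pathway lists, the adjusted p-value of the JAK-STAT list was 0.136 with a mean FPKM of at least 1, under which fewer genes are tested. With an estimated inter-gene correlation it was 0.332 for the IL-17, JAK-STAT, TNF and chemokine lists, and 0 of the 13 other lists passed. In fry it was 0.0735 for IL-17, 0.0819 for JAK-STAT and TNF, and again 0 of the 13 other lists passed, while the chemokine list still did. Without the Fig. 4B genes it was 0.566 for JAK-STAT and 0.0552 for the chemokines, and by over-representation the Th17 list passed at 0.0237. Over all alternatives with a p-value for the lists, it ranged from 4.1e-14 to 0.332 for the IL-17 pathway list, from 4.4e-05 to 0.566 for the JAK-STAT pathway list, from 2.8e-04 to 0.332 for the TNF pathway list, from 0.0237 to 0.706 for the Th17 differentiation list and from 1.3e-04 to 0.332 for the chemokine list. Under the remaining alternatives with a p-value for the lists, the IL-17, JAK-STAT, TNF and chemokine lists passed and the Th17 list did not. Leaving out a library gave mean differences of the lists only.

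The mean differences of the lists stayed above 0. With a pseudocount of 0.1 they were 0.43 for IL-17, 0.24 for JAK-STAT, 0.21 for TNF, 0.15 for Th17 and 0.31 for the chemokines. Rescaled to the same sum, they were 0.095 for JAK-STAT, 0.11 for TNF, 0.026 for Th17 and 0.21 for the chemokines. The chemokine list differed by 0.24 with no filter and by 0.25 after quantile normalization. The cause of the other shifts was not tested.

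Of the 13 other lists, 7 passed in the main setting, and single lists no longer passed in 19 comparisons and newly passed in 3. Without Cont-IMQ replicate 2, the differences of the interferon response and sterol synthesis lists changed sign, to -0.027 and -0.0051, and that of the hair follicle list became 0.77. Among the named genes, *B2m* changed sign when rescaled to the same sum (-0.00065) and after quantile normalization (-0.10). *Tgfb1* ranged from -0.014 to 0.25 with each library left out, and its sign changed without Cont-IMQ replicate 1. One other change was *Snora52*, which passed with a pseudocount of 0.1.

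With the replicate block, 1 gene passed and no call of a pathway list changed, while the macrophage and monocyte list passed (lower, adjusted p = 0.0371). The differences between replicates 1 and 2 had a correlation of 0.065 between the groups across genes, which gives no sign that the numbers pair the samples. Choosing the highest row per gene name was not run, because no name occurs more than once. At the estimated depth, the number of reads limits *Il17a*, *Il22*, *Il23r* and *Mmp1b*, each with a library of 5 or fewer estimated reads.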

Differences from the paper's values

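The values of the paper in this part are relative mRNA levels by quantitative PCR, read by eye from Fig. 4A with their SD, from 5 mice per group. The values beside them are ratios of mean FPKM in the RNA sequence analysis of 2 libraries per group, so the method differs. Whether both used the same mice is not stated in the paper's text.

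For *Il23a*, the 7KC-IMQ group was 4.04-fold higher than the Cont-IMQ group, against the paper's about 2.3-fold in Fig. 4A, read by eye. None of the alternatives set before the data were examined closed the gap, and the ratio ranged from 3.74 to 4.40. For *Il17a*, the ratio was 5.53, against the paper's about 2.9 in Fig. 4A, read by eye. It includes Cont-IMQ replicate 1, whose value lies under the floor of 3 reads. With a pseudocount of 0.1 (4.04), without Cont-IMQ replicate 1 (3.31) or without 7KC-IMQ replicate 2 (4.02), the value came within the limits for a difference, and the other alternatives did not close the gap. For *Il17f*, the ratio was 4.84, against the paper's about 2.9 in Fig. 4A, read by eye. Without Cont-IMQ replicate 2 (4.25) or without 7KC-IMQ replicate 2 (4.31) the difference was no longer beyond the limits, and the difference remained under the other alternatives.

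The paper states that Th17 differentiation was enhanced in the skin. The Th17 list was higher by 0.08 on the log2(FPKM + 1) scale, with an adjusted p-value of 0.165 by camera. It passed by over-representation among 2-fold higher genes (adjusted p = 0.0237), a test chosen after seeing the values, and under no other setting with a p-value for the lists. The paper also places *Nlrp3* in Fig. 4A, where the panel shows no bar for it. In the RNA sequence analysis, *Nlrp3* had 0.560 and 0.343 FPKM in the Cont-IMQ group and 0.984 and 0.689 FPKM in the 7KC-IMQ group. The paper reports higher *Tgfb* in the 7KC-IMQ group by quantitative PCR. The FPKM of *Tgfb1* overlapped between the groups, at 22.2 and 26.9 against 26.0 and 27.3. Its ratio of 1.08 was within the limits for a difference from the paper's about 1.2 in Fig. 4A, read by eye. With the values as deposited, the ratios of *Tnf*, *Il1b*, *Il6*, *Il12b*, *Il17c*, *Ccl2*, *Krt16* and *Krt17* were within these limits too.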

Other observations

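The camera tests of the hair follicle, skeletal muscle, LXR target and other lists among the 18 were set before the data were examined. So were their values with another pseudocount or scaling and with a library left out. Other tests in this part were chosen only after the result was seen, except those of the posterior Hox and immediate early genes. Their expected outcome was written down before the values of those genes were looked at but after *Hoxc10* and *Fos* had been seen. The statistic that summarises the posterior Hox and immediate early lists was settled after their values were seen.

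Of the genes measured by quantitative PCR in the skin, *Il1b* had 13.8 ± 3.77 FPKM (SD, n = 2) in the Cont-IMQ group and 23.7 ± 1.71 FPKM in the 7KC-IMQ group, *Il17c* 8.50 ± 0.0434 and 18.3 ± 0.157 FPKM, *Ccl2* 76.0 ± 2.87 and 127 ± 11.4 FPKM, and *Il12b* 1.13 ± 0.393 and 2.64 ± 0.333 FPKM. *Polr2a* had 18.3 ± 0.326 and 17.0 ± 0.292 FPKM, *Polr1a* 7.84 ± 0.185 and 9.37 ± 0.530 FPKM, and *B2m* 3147 ± 107 and 3330 ± 120 FPKM. *Polr2a* was lower and *Polr1a* higher without overlap in the 7KC-IMQ group.

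The groups of the study stood apart from the other ways of dividing the libraries in 2 counts of genes. These were the genes with an unadjusted p-value under 0.05 in limma and the genes at least 2-fold apart without overlap. The division by diet gave 2061 genes with an unadjusted p-value under 0.05, and the other 2 divisions of the 4 libraries into pairs gave 399 and 385 genes. At least 2-fold apart without overlap were 109 genes in the division by diet, and 44 and 66 genes in the other 2. As 1 of the 3 possible divisions is the real one, no share under 0.05 is possible, and chance cannot be excluded by these counts. An adjusted p-value under 0.05 was reached by 1 gene in the division by diet and by 1 gene in the division of both replicates 2 from both replicates 1. The 2 Cont-IMQ libraries differed at least 2-fold in 303 genes and the 2 7KC-IMQ libraries in 80 genes. Between the groups, Cont-IMQ replicate 1 differed from 7KC-IMQ replicates 1 and 2 in 174 and 277 genes, and Cont-IMQ replicate 2 in 285 and 371 genes. By this measure, Cont-IMQ replicate 1 was closer to both 7KC-IMQ libraries than to Cont-IMQ replicate 2.

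Relative to the Cont-IMQ mean, the hair follicle list (39 genes tested) stood at -1.30 and 1.30 in Cont-IMQ replicates 1 and 2, and at -0.48 and -0.57 in the 7KC-IMQ libraries. Its camera test was past the threshold (mean difference -0.53, adjusted p = 0.0235), although it rests on Cont-IMQ replicate 2, without which the difference was 0.77. It no longer passed with a pseudocount of 0.1 (adjusted p = 0.19) or rescaled to the same sum (adjusted p = 0.307). Scaling is argued against as the cause, since replicate 2 stood above the mean of the other libraries by at least 2.08 under every scaling. A hair cycle at another stage in that sample is a hypothesis that was not tested.

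*Mir24-2* and *Snora52* were listed at 0 in both 7KC-IMQ libraries. Of the 25 genes listed at 0 in 1 library and above 10 FPKM in the other library of the same group, 88% are genes of short RNAs, against 0.239% of all genes tested, and all windows of *Snora52* also occur in *Rplp2*. A poor estimate for genes shorter than the library fragments may therefore explain both.

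*Hoxc10* fell from 4.22 and 4.04 to 0.996 and 0.309 FPKM. Hox genes mark position along the body axis, and a sample from a more anterior part of the back would lower the posterior ones together. The other 6 posterior Hox genes tested (*Hoxa9*, *Hoxa10*, *Hoxb9*, *Hoxc9*, *Hoxd9* and *Hoxd10*) were all lower in mean, 3 of them without overlap, and as a list the difference was -0.57 (SD within groups 0.20, camera, adjusted p = 0.00232, fry, adjusted p = 0.166). *Hoxa10* had 3.33 and 2.22 FPKM in the Cont-IMQ group and 0.806 and 0.471 FPKM in the 7KC-IMQ group. The 18 Hox genes of more anterior groups differed by -0.05 (camera, adjusted p = 0.431). A candidate explanation is therefore that the skin pieces of the 2 groups came from different positions on the back. An effect of the diet on these genes was not tested and stays open, and where each piece was taken is not stated in the paper's text.

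*Fos* fell from 496 and 546 to 97.4 and 277 FPKM. Immediate early genes respond together to handling of tissue. The 14 others tested had a mean difference of -0.36, but the libraries within a group differed by more (SD 0.50), with 4 genes lower and 1 (*Ier3*) higher without overlap, so an effect of handling cannot be told apart from one of the diet, because the spread within groups is too large.

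Muscle genes moved apart. *Myh4*, a fast myosin heavy chain, rose from 125 and 62.9 to 427 and 329 FPKM, while *Myh1* fell from 695 and 753 to 322 and 568 FPKM and *Ankrd1* from 24.9 and 42.5 to 7.24 and 6.47 FPKM. More muscle in the samples is argued against for *Myh4*, since the largest rise among the other 29 skeletal muscle genes was 0.62 on the log2 scale (*Pvalb*), and reads shared with other myosins are argued against because 9.68% of its windows are shared. Less muscle is argued against as the whole cause for *Ankrd1*, as 1 of the 30 skeletal muscle genes (*Xirp2*) fell by at least 1. The list as a whole differed by -0.01 (camera, adjusted p = 0.394), with 10 genes lower and 5 higher without overlap, and after quantile normalization it passed as lower (adjusted p = 0.0182). Its difference was 0.051 without Cont-IMQ replicate 1, -0.080 without Cont-IMQ replicate 2, 0.12 without 7KC-IMQ replicate 1 and -0.15 without 7KC-IMQ replicate 2. A smaller loss of muscle stays open. A different muscle region or a response of the muscle stays open.

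7KC is an oxysterol, and oxysterols can act on LXR. The LXR target list (12 genes tested) differed by -0.046 (SD 0.021, camera, adjusted p = 0.590). Of its genes, 5 were higher without overlap, among them *Scd1* and *Lpcat3*, and 5 lower, among them *Abca1* and *Mylip*, so that the members going both ways leave an LXR response to 7KC in the skin undecided. *Abcg1* had 8.62 ± 0.446 and 8.24 ± 0.277 FPKM, and *Osbp* 19.6 ± 0.153 and 21.3 ± 0.121 FPKM.

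Of the other lists, sterol synthesis (higher by 0.15, adjusted p = 0.00828 by camera) and interferon response (higher by 0.17, adjusted p = 0.00515) passed the threshold, but in neither did both 7KC-IMQ libraries lie above both Cont-IMQ libraries. The adipocyte list (0.13, adjusted p = 0.25), the macrophage and monocyte list (-0.11, adjusted p = 0.0954), the T cell list (-0.06, adjusted p = 0.419) and the red blood cell list (-0.25, adjusted p = 0.164) did not pass. After quantile normalization, sterol synthesis no longer passed (adjusted p = 0.0720) and the macrophage and monocyte list did (lower, adjusted p = 0.0351). Without Cont-IMQ replicate 2, the difference was -0.027 for interferon response, -0.0051 for sterol synthesis and -0.026 for the macrophage and monocyte list. Without Cont-IMQ replicate 1, it was 0.029 for the adipocyte list, 0.045 for the T cell list and 0.067 for the red blood cell list. Within the T cell list, of whose 13 genes tested 8 are also in the Th17 or JAK-STAT list and whose receptor constant genes are not in the files, 4 genes were lower and 2 higher without overlap. *Cd3g* fell from 10.1 and 9.61 to 7.62 and 5.59 FPKM and *Cd3e* from 3.76 and 3.05 to 2.47 and 2.36 FPKM, whereas *Thy1* rose from 62.6 and 57.1 to 78.0 and 83.5 FPKM. *Cd3d*, the other gene counted as higher, hardly differed, at 1.45 and 1.46 against 1.57 and 1.47 FPKM (log2 fold change 0.037). Its estimated reads were 31 and 31 in the Cont-IMQ libraries and 36 and 31 in the 7KC-IMQ libraries. These values were singled out after they were seen.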
